A study of Danio rerio with 15 samples.

How the data were processed

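RNA was measured in pools of whole zebrafish larvae of the NHGRI-1 strain at 72 h post fertilisation. Larvae had been left untreated or exposed from 48 to 72 h post fertilisation to tefluthrin, a pyrethroid insecticide, or to acetochlor, a chloroacetanilide herbicide, each at a lower and a higher concentration. Per the labels' protocols, RNA was extracted with Trizol and purified on Qiagen RNeasy columns, and libraries were selected for poly(A). The 15 libraries fell into 5 groups of 3 by the treatment label of each sample: control, tefluthrin 60 nM, tefluthrin 2.3 µM, acetochlor 780 nM and acetochlor 7.8 µM. Replicate numbers I, II and III were taken from the labels. For the higher tefluthrin group the titles, treatment labels and series design text give micromolar, whereas the column headers give nanomolar; the group was taken from the labels.

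The deposited files hold, per the file headers and values, 1 estimated count per Ensembl transcript identifier for 64995 transcripts in each library, the same transcripts in the same order. The values had at most 3 decimals and were not normalised for depth, since they summed to a different total in each library. The tool that made the estimates, the genome build and the annotation release are not stated in the labels or file headers. Among transcripts above 0, between 67.2% and 69.9% had a fractional estimate, which arises where reads are divided between transcripts. Each line of the files named a transcript, and 11702 transcripts were at 0 in every library.

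The files do not pair transcripts with genes or gene names. Of the 64995 transcript identifiers, 0 matched the gene name table and 0 matched the RefSeq gene table used for names. Counts were therefore not summed per gene, as had been planned, and every result is per transcript, named by its identifier. Tests of gene sets and of a panel of named genes, planned before the data were examined, were not run for the same reason. No position, exon or neighbouring gene is given.

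Estimated counts were rounded to whole numbers. Transcripts were filtered with edgeR's filterByExpr by group, which left 35865 transcripts holding at least 99.83% of the counts of each library. Libraries were scaled with TMM, and 1 quasi-likelihood model (estimateDisp, glmQLFit, glmQLFTest) with group as its only term was fitted to all 15 libraries, which share an estimate of the spread. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the 35865 transcripts, and a transcript is said to be called at an adjusted p-value under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0; figures were drawn with Python 3.11.15 and matplotlib 3.10.9. CPM are the depth-scaled counts that the cpm function of edgeR gives after TMM scaling, and log2 CPM used a prior count of 2. In SD values, n is the number of libraries.

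Library totals ran from 17354405 to 25191374 counts. A floor of 3 counts, the upper limit that a count of 0 allows, came to 0.119 to 0.181 CPM depending on the library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared with a chi-square test of their counts over 7277 to 7288 transcripts with whole estimates and a mean count of at least 10. The 15 pairs within groups gave 2.94 to 22.9 per degree of freedom, so that each pair differed by more than sampling noise and each library was counted as 1 replicate.

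The comparisons were each exposure against control, the concentrations of each compound against each other, the compounds against each other at the higher concentration, the mean of both groups of a compound against control, and an F test with 4 coefficients over the 5 groups. The rule for genes to name, set before the data were examined, took up to 3 genes in each direction in each comparison with control and required a gene symbol. It was narrowed after the files were seen: in the comparison of the higher concentration of each compound with control, the called transcript with the smallest p-value in each direction was named, given a mean count of at least 10 in the higher group and no overlap between the 3 exposed and the 3 control libraries. By chance, 10% of comparisons of 3 with 3 libraries have no overlap.

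The model was tested on simulated data: counts for the real transcripts were drawn from the control means, library sizes and estimated dispersions, with 200 transcripts changed by a log2 fold change of 1 or 2 in either direction. Of 33612 transcripts tested, edgeR recovered 108 of the 200 (54%), and 4.42% of its calls were false. Recovery was 65% at a log2 change of 2 and 43% at 1. The changed transcripts were drawn from those with an expected control count of at least 10, so recovery under that count was not measured. limma voom recovered 50% with 1.96% false calls, and DESeq2 65.5% with 38.5% false calls. A simulated unchanged group gave 0 calls, with 4.89% of unadjusted p-values under 0.05.

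Comparisons that share control libraries are correlated without any effect. In 100 simulations all 15 libraries, controls included, were drawn from a single mean per transcript. In 25 further simulations each, 1 group was given its fitted means and the others the control means, to find the shared calls and shared signs that an unchanged group gives. A first version held the control libraries as they were and took their means as the true ones. It leaves out the controls' own error, gave lower median correlations (0.195 to 0.205 over 25 simulations), and was replaced after its result was seen. Its upper limits of 0.228, 0.222 and 0.234 lay under all 3 observed Pearson correlations, so that the replacement changed their reading from above the simulated range to not above it. Simulated limits for Spearman's coefficient and for a mean count of at least 10 were added after those values were seen.

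Alternatives chosen before the data were examined were DESeq2, limma voom with sample quality weights, DESeq2 size factors in edgeR, scaling without the 1% most abundant transcripts, no filter, a mean count of at least 10, the replicate number as a block, only the groups compared in the fit, an added threshold on the fold change, and leaving out each library. For correlations, Spearman's coefficient and separate control libraries (the mean of the 6 divisions of the controls) were added to these. Thinning to the smallest total, only transcripts with whole estimates, and library totals without TMM were chosen after the data were seen. For splits of the samples, all 10 splits of 6 libraries were fitted, or 50 drawn at random where there were more.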

Results

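Transcript abundance was measured by poly(A) RNA sequencing in pooled whole zebrafish larvae at 72 h post fertilisation, to follow the response to the pesticides tefluthrin and acetochlor given from 48 h onward; the series title names metabolic disruption as its subject. Each of 5 groups had 3 libraries: untreated control, tefluthrin 60 nM, tefluthrin 2.3 µM, acetochlor 780 nM and acetochlor 7.8 µM. Summed estimated counts per library were 22213544 ± 2345255 in control (SD, n = 3), 18272847 ± 795473 at tefluthrin 60 nM, 18626559 ± 352117 at tefluthrin 2.3 µM, 22455773 ± 2628830 at acetochlor 780 nM and 19470054 ± 1997573 at acetochlor 7.8 µM. Between 39557 and 41513 transcripts were above 0 in a library. The 10 most abundant transcripts held 9.81% to 11.7% of the counts.

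The spread between replicates sets what can be detected. Among transcripts with whole estimates and a group mean of 100 to 1000 counts, the median coefficient of variation was 7.61% in control, 7.41% at tefluthrin 60 nM, 7.77% at tefluthrin 2.3 µM and 8.40% at acetochlor 7.8 µM. It was 10.9% at acetochlor 780 nM. The underlying coefficient of variation from counting error alone is 6.03% to 6.27%. A median of coefficients estimated from few libraries tends to lie under the underlying value. The excess of the observed medians over counting error is therefore understated by this comparison. The labels give no batch, clutch or sequencing date, so no comparison could be repeated within batches.

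The first principal component of log2 CPM held 18.7% of the variance and separated both tefluthrin groups from the other libraries. The 3 libraries at tefluthrin 2.3 µM lay between 110.1 and 119.3 on it and those at 60 nM between 38.8 and 43.4, while control and acetochlor libraries lay between -59.4 and -41.1. The second component (10.3%) set the 60 nM libraries, at -92.4 to -82.7, apart from all others. The mean distance of libraries to the controls, relative to the mean distance between controls, was 1.17 at tefluthrin 60 nM, 1.26 at tefluthrin 2.3 µM, 1.0 at acetochlor 780 nM and 1.03 at acetochlor 7.8 µM. Over the 500 most variable transcripts the tefluthrin ratios were 1.1 and 1.13.

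**Figure D1:**
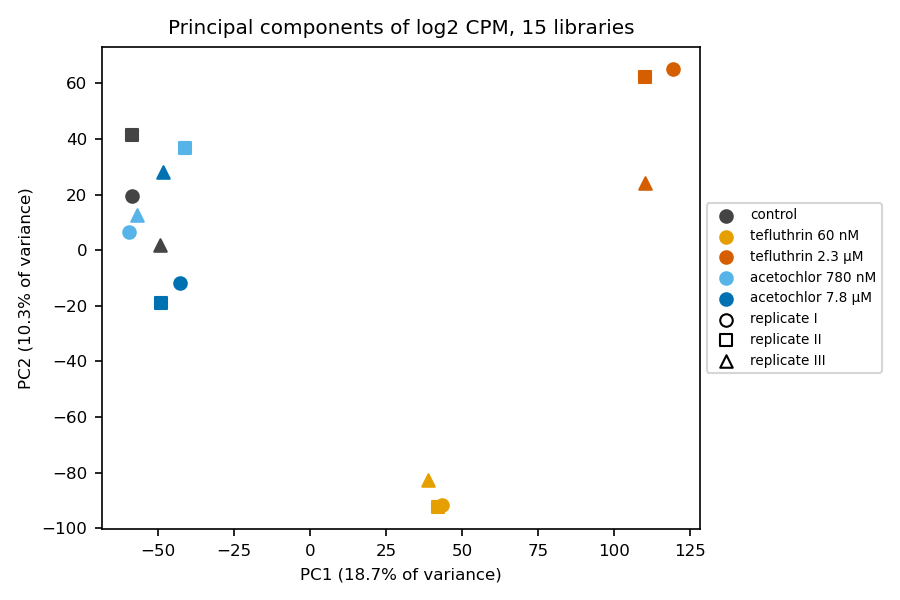
First and second principal components of log2 CPM (18.7% and 10.3% of the variance) for the 15 libraries, coloured by group with the replicate number as the symbol. Both tefluthrin groups lie at positive values of the first component, and the control and acetochlor libraries lie together between -59.4 and -41.1.

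The first question was which transcripts each exposure changed relative to untreated larvae. At tefluthrin 60 nM, edgeR's quasi-likelihood test called 5875 of 35865 transcripts (16.4%) at a Benjamini-Hochberg adjusted p-value under 0.05, 3036 higher and 2839 lower than in control. At tefluthrin 2.3 µM it called 10688 (29.8%), 5181 higher and 5507 lower. The alternative that moved these counts most was the added requirement of an absolute log2 fold change of at least 1. It left 1696 transcripts at 60 nM (1121 higher, 575 lower) and 3468 at 2.3 µM (1825 higher, 1643 lower). In 100 of the former and 209 of the latter, 1 group was at or under the floor of 3 counts in all its libraries; with these at their bounds the counts were 1695 and 3460.

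The direction of the tefluthrin 2.3 µM calls depended on the scaling. TMM factors in this group were 0.916 ± 0.017 (SD, n = 3), against 1.01 ± 0.022 in control. With library totals as the only scaling, the median log2 fold change of all transcripts shifted to -0.15, and 3765 transcripts were called higher and 7379 lower. The same setting shifted the median to -0.16 between the tefluthrin concentrations and to 0.22 between the compounds. Directions below are relative to the TMM scaling.

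At acetochlor 780 nM, 0 transcripts were called, and 909 (2.53%) had an unadjusted p-value under 0.05. When 1 library was left out at a time, the count was 0 to 3: it was 3 without control replicate I or without control replicate II, 2 without acetochlor 780 nM replicate I, and 1 without control replicate III or acetochlor 780 nM replicate II. At acetochlor 7.8 µM, 38 transcripts were called, 36 higher and 2 lower, and 2555 (7.12%) had an unadjusted p-value under 0.05. This count moved by over 1.5 times in 5 of the 6 fits that each left out 1 library: without acetochlor 7.8 µM replicate III it was 110, and it was 23 without replicate I and 15 without replicate II. It was 23 without control replicate I, 22 without control replicate II and 36 without control replicate III. DESeq2 called 436 transcripts in this comparison and 98 at 780 nM. The near absence of lower calls at 7.8 µM depended on the test and the libraries. DESeq2 called 256 higher and 180 lower, and limma voom 91 higher and 25 lower. Without acetochlor 7.8 µM replicate III, edgeR called 88 higher and 22 lower.

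**Figure D2:**
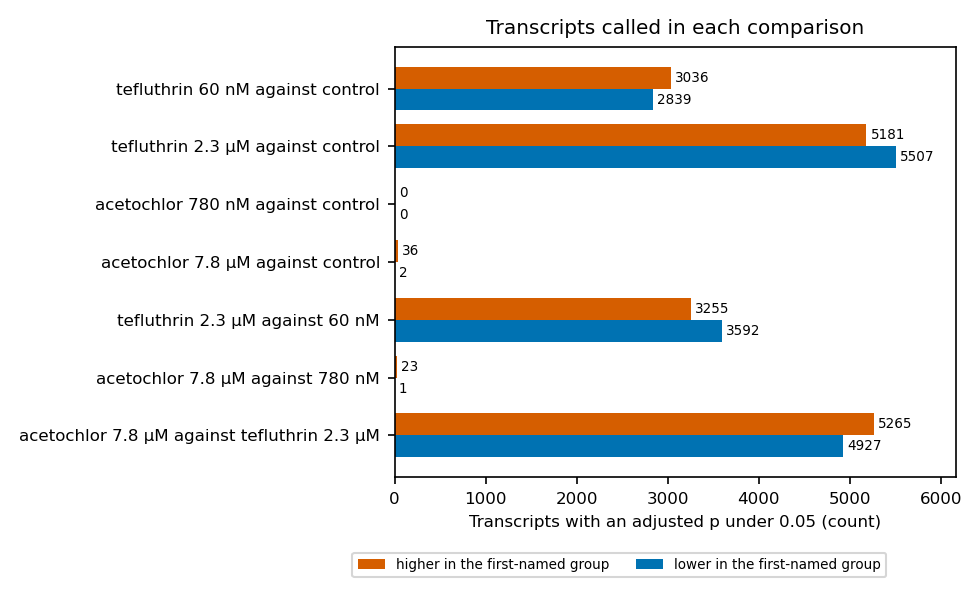
Transcripts called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test in 7 comparisons, as bars of counts starting at 0, split by direction in the group named first. The tefluthrin comparisons hold at least 2839 transcripts in each direction, and the acetochlor comparisons with control hold 0 at 780 nM and 38 at 7.8 µM.

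Pooling both groups of a compound against control gave 8976 calls for tefluthrin (4343 higher, 4633 lower; 3598 and 5483 with library totals as the only scaling) and 4 for acetochlor (3 higher, 1 lower), where 1771 transcripts (4.94%) had an unadjusted p-value under 0.05. The acetochlor count was 17 without acetochlor 7.8 µM replicate III and 9 without control replicate I. The 4 transcripts, listed after their values were seen, were ENSDART00000087724.6, ENSDART00000043403.6, ENSDART00000159326.2 and ENSDART00000181235.1. The first 3 were raised at acetochlor 7.8 µM (33.6, 50.1 and 1470 CPM) and closer to control at 780 nM (8.99, 20.8 and 620 CPM, against 6.86, 18.7 and 578 CPM in control), and the last was lower. The F test over the 5 groups called 11114 transcripts (31%).

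The effect of concentration was tested directly, without control libraries in the contrast. Between tefluthrin 2.3 µM and 60 nM, 6847 transcripts differed, 3255 higher and 3592 lower at the higher concentration; without tefluthrin 2.3 µM replicate I the count was 4426. With library totals as the only scaling 1864 were higher and 5683 lower. Between acetochlor 7.8 µM and 780 nM, 24 transcripts differed, 23 higher and 1 lower, of which 22 were among the 38 called against control. That count was 66 without acetochlor 7.8 µM replicate III, 9 without replicate II and 12 without replicate I of that group. It was 15 without acetochlor 780 nM replicate II. The split by direction was 148 higher and 76 lower with DESeq2, and 24 higher and 0 lower with limma voom.

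The calls at the tefluthrin concentrations overlapped. Both concentrations called 4257 transcripts, of which 4104 changed in the same direction and 153 in opposite directions; independent lists of these sizes would share 1751. Because both comparisons use the same controls, unchanged groups were simulated against shared controls. Of the 5875 transcripts called at 60 nM, 5290 (90%) had the same sign at 2.3 µM, where an unchanged group had the same sign in 61.7% (median of 25 simulations, 95% of them between 60.5% and 62.7%).

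In the direct test, 822 of the 5875 transcripts called at 60 nM had moved further in the same direction at 2.3 µM, 3737 showed no called difference between the concentrations, and 1316 had moved less far or the other way. Of the last, 875 were no longer called against control at 2.3 µM, 485 of them higher and 390 lower at 60 nM. With library totals as the only scaling there were 934 such transcripts, 694 higher and 240 lower at 60 nM. At 2.3 µM alone, 6431 transcripts were called against control.

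**Figure D3:**
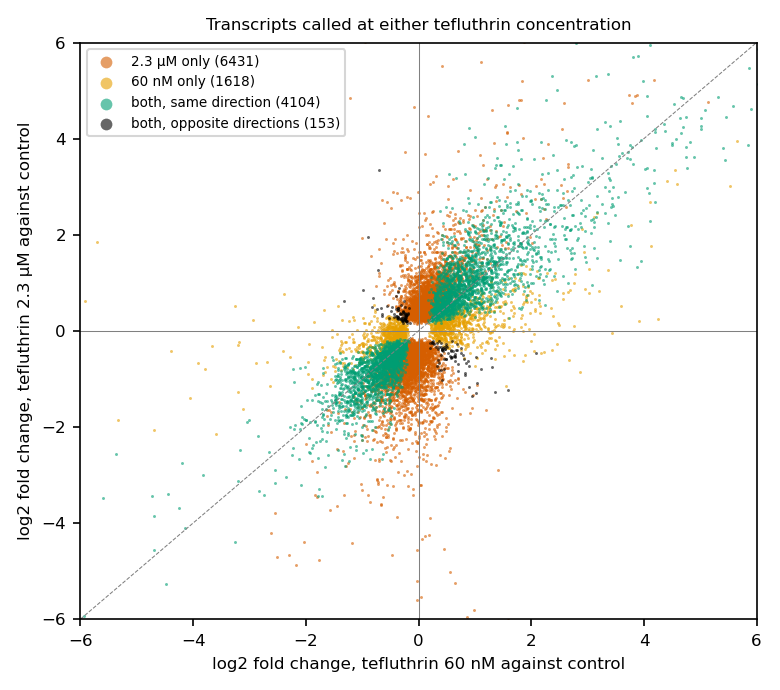
Log2 fold change against control at tefluthrin 60 nM (horizontal axis) and 2.3 µM (vertical axis), 1 point per transcript called at either concentration; the dashed line marks equal change, and 185 called transcripts lie outside the axes. Transcripts called at both with the same direction (4104) outnumber those called in opposite directions (153).

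Correlations of log2 fold changes across transcripts, which are not independent replicates, were computed for 3 pairs of comparisons. Pearson's r was 0.516 between the tefluthrin concentrations, 0.514 between the acetochlor concentrations and 0.393 between the compounds at their higher concentrations. With unchanged groups against shared controls, r had a median of 0.493, 0.499 and 0.492 in 100 simulations, and 95% of values lay between 0.471 and 0.516, between 0.480 and 0.519 and between 0.473 and 0.513. None of the 3 Pearson correlations over all tested transcripts exceeded its simulated range, and that between the compounds lay under it. The reading depended on the coefficient: Spearman's coefficient was 0.540 between the tefluthrin concentrations, above the simulated upper limit of 0.436, 0.446 between the acetochlor concentrations, against 0.444, and 0.277 between the compounds, against 0.437. With separate control libraries in the 2 comparisons, r was 0.165, 0.0664 and 0.0576. Simulated unchanged groups then gave medians of 0.0353, 0.0453 and 0.0451 in 24 simulations, with 95% ranges that ended at 0.0720, 0.0623 and 0.0586. Each simulated value came from 1 division of the controls, whereas the observed values are means of 6 divisions. The tefluthrin pair lay well above its simulated range. The acetochlor pair lay narrowly above its range and the pair of compounds narrowly within, and these unlike limits do not decide either.

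The compounds were compared directly at their higher concentrations. Between acetochlor 7.8 µM and tefluthrin 2.3 µM, 10192 transcripts differed, 5265 higher and 4927 lower with acetochlor; with library totals as the only scaling 8370 were higher and 3062 lower. Of the 38 transcripts called at acetochlor 7.8 µM, 21 were called at tefluthrin 60 nM, 20 of them in the same direction, and 22 at tefluthrin 2.3 µM, 18 of them in the same direction. By sign alone, 34 of the 38 (89.5%) went the same way at tefluthrin 60 nM and 25 (65.8%) at tefluthrin 2.3 µM. Simulated unchanged groups shared the sign in a median of 71.4% (95% between 66.2% and 77.5%) and 73.1% (66.6% to 78.6%), although on a median of 161 simulated calls.

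A transcript was named in each direction for the higher concentration of each compound. ENSDART00000170934.2 had 11.4 ± 0.507 CPM in control (SD, n = 3), 175 ± 19.8 at tefluthrin 60 nM and 178 ± 16.6 at tefluthrin 2.3 µM. Its log2 fold change at 2.3 µM was 3.97 (SE 0.106, edgeR adjusted p = 1.45e-09), higher in 3 of 3 libraries, and between the concentrations it was 0.02 (edgeR adjusted p = 0.922). It had 11.9 ± 0.900 CPM at acetochlor 780 nM and 15.4 ± 0.972 at acetochlor 7.8 µM (edgeR adjusted p = 0.215 at the latter). ENSDART00000113097.4 fell from 23.9 ± 0.461 CPM in control to 14 ± 1.01 at 60 nM and 5.92 ± 0.275 at 2.3 µM. Its log2 fold change was -0.77 at 60 nM (SE 0.074, edgeR adjusted p = 1.64e-05) and -2.01 at 2.3 µM (SE 0.0787, edgeR adjusted p = 1.11e-08), and the concentrations differed by -1.24 (edgeR adjusted p = 1.41e-06). It stood at 17.7 ± 1.0 CPM at acetochlor 7.8 µM (edgeR adjusted p = 0.055). Both have a fractional estimate in at least 1 library.

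ENSDART00000087724.6, with whole estimates in all libraries, rose from 6.86 ± 0.853 CPM in control to 33.6 ± 2.30 at acetochlor 7.8 µM (SD, n = 3), a log2 fold change of 2.29 (SE 0.117, edgeR adjusted p = 3.84e-06). It was 8.99 ± 0.849 CPM at acetochlor 780 nM (edgeR adjusted p = 1) and 9.52 ± 0.720 and 9.62 ± 0.971 at the tefluthrin concentrations (edgeR adjusted p = 0.0142 and 0.00678). ENSDART00000181235.1 was listed at 0 in the 3 libraries at acetochlor 7.8 µM against 6.53 ± 0.919 CPM in control, at least 41.1-fold lower when set against the floor of 0.159 CPM (edgeR adjusted p = 0.005). Its estimates are fractional, it ranged from 1.5 to 5.76 CPM among the acetochlor 780 nM libraries, and limma voom gave an adjusted p of 0.407 (range over the alternatives 1.45e-10 to 0.407). The other transcript called lower at acetochlor 7.8 µM, named after its values were seen, was ENSDART00000125092.4, with 53.9 CPM against 85.2 CPM in control (log2 fold change -0.66, edgeR adjusted p = 0.00605). The level of ENSDART00000181235.1 is uncertain, since its reads are shared with other transcripts.

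**Figure D4:**
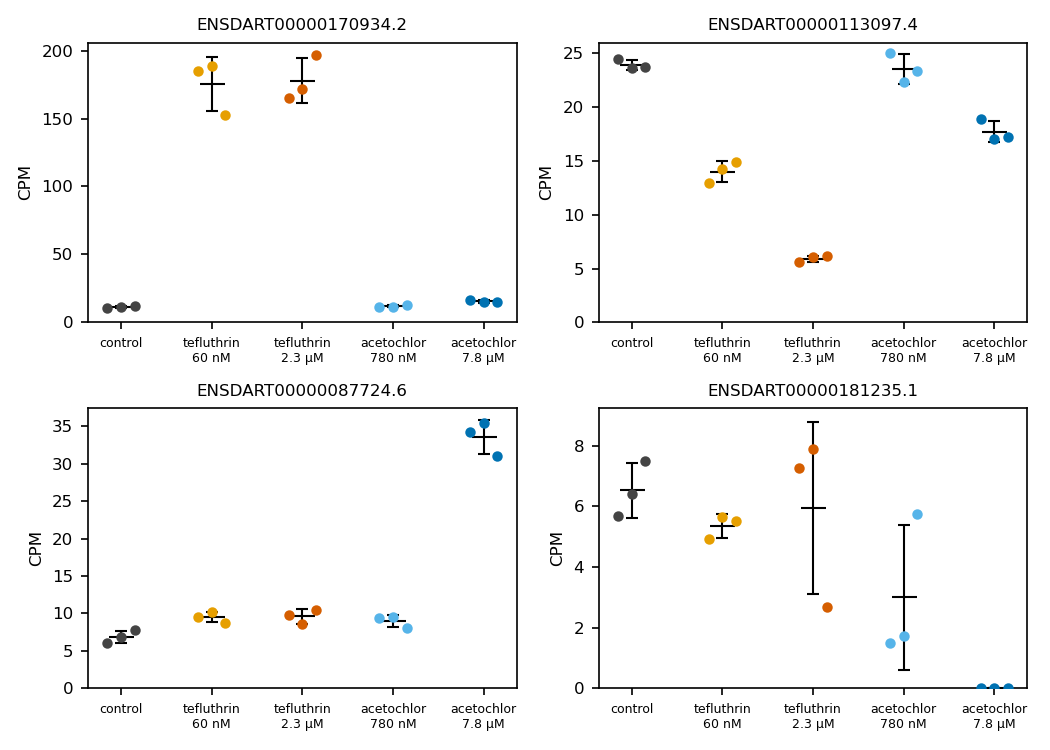
CPM of 4 transcripts in each library by group, with 1 point per library and the mean ± SD of 3 libraries as bars, on linear axes from 0. ENSDART00000170934.2 is near 175 CPM in both tefluthrin groups, ENSDART00000113097.4 falls with tefluthrin concentration, ENSDART00000087724.6 is raised at acetochlor 7.8 µM, and ENSDART00000181235.1 is listed at 0 there.

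The response of each exposed library was measured in transcripts called without it, as the median ratio of its change to the change in the other libraries. The tefluthrin libraries had ratios between 0.873 and 1.01. At acetochlor 7.8 µM, replicate I had a ratio of 1.08 (23 transcripts), replicate II 1.15 (15 transcripts) and replicate III 0.498 (110 transcripts), although replicate III moved in the same direction in 99 of its 110 transcripts. Acetochlor 780 nM gave too few calls for a ratio.

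**Figure D5:**
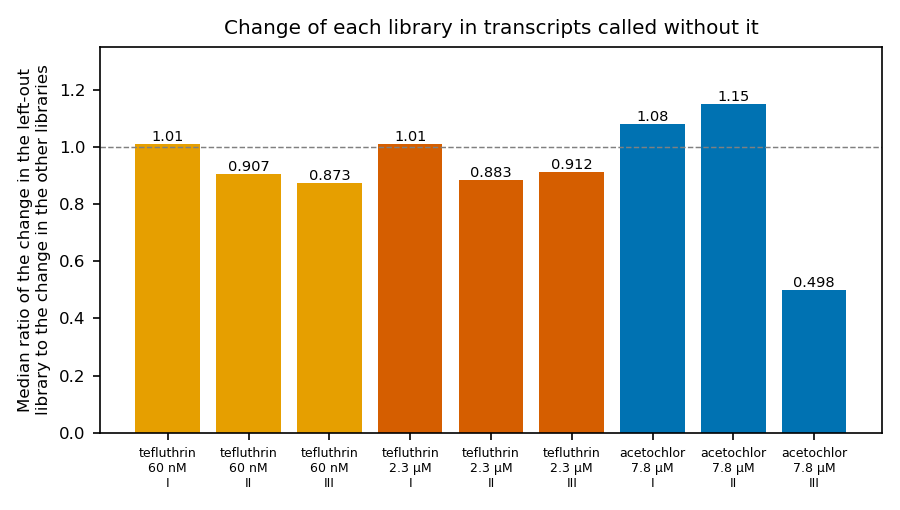
Median ratio of the log2 change in a left-out library to that in the remaining libraries of its group, over transcripts called without it, as bars from 0 for 9 libraries of 3 groups. Acetochlor 7.8 µM replicate III stands at 0.498, and the other libraries stand between 0.873 and 1.15.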

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

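Of the tests in this part, those of shared reads, library size, abundant transcripts and splits of the libraries were chosen before their results were seen, and those of batches and of differences between replicates afterwards.

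In 3 comparisons a direct test found that groups with the same control differed: 10192 transcripts between acetochlor 7.8 µM and tefluthrin 2.3 µM, 6847 between the tefluthrin concentrations, and 24 between the acetochlor concentrations. In the first, only 38 transcripts separated acetochlor from control against 10688 for tefluthrin, so most of the difference lies on the tefluthrin side. In each case 1 of the 10 splits of the 6 libraries, the real one, gave as many calls; 3 against 3 libraries cannot give a share under 0.1.

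Several technical explanations of the tefluthrin difference are argued against. If reads divided between transcripts made the calls, transcripts with whole estimates in every library would be called rarely, yet 42.2% of them were called at 2.3 µM against 26.5% of the others. Tefluthrin libraries had fewer counts than the controls, but after all libraries were thinned to the smallest total 10346 transcripts were called. With the 1% most abundant transcripts left out of the scaling, 10689 were called. A batch or clutch common to both tefluthrin groups, as the whole cause, leaves no difference between the concentrations, and 6847 transcripts differed.

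Unrelated batches or clutches that move the tefluthrin groups alone are argued against as the whole cause. Of the 60 nM calls, 90% had the same sign at 2.3 µM, against 61.7% (60.5% to 62.7%) in simulated unchanged groups with the same controls, and 4104 of 4257 transcripts called at both changed in the same direction.

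A batch or clutch that parts the tefluthrin groups from the controls in partly the same direction cannot be told apart from the exposure. A batch common to the control and acetochlor libraries would enter both tefluthrin comparisons and could give shared directions too, and the labels name no batch. Transcripts with at most 3 counts in all libraries of one group and at least 30 in all of the other numbered 47 between control and tefluthrin 2.3 µM and 39 between control and 60 nM, with 6 in common, against 11 and 19 for acetochlor 780 nM and 7.8 µM. Only 6 of the 47 and 4 of the 39 had whole estimates, and 0 of the 11 and 0 of the 19 did. Between the tefluthrin concentrations there were 43 such transcripts, 2 of them with whole estimates. Such patterns could come from larvae of different parents, from a response or, with fractional estimates, from reads shared between transcripts. The counts alone do not separate these. Preparation differences of the kind seen between replicates also stay open: the 10 axes along which replicates of a group differ explained 11.9% of the variance of the 2.3 µM fold changes over 5602 transcripts with whole estimates and a mean count of at least 50, but only 22% at acetochlor 780 nM, where no transcript was called and 909 had an unadjusted p under 0.05, so this share decides nothing. A response to tefluthrin remains open as a hypothesis beside these.

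The 24 transcripts between the acetochlor concentrations rest on few libraries. The count was 12 with the replicate block and 2 with only these groups in the fit, so its size may depend on the estimate of the spread more than that of the tefluthrin comparisons does.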

How the results depend on the processing

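Of 235 alternative values for counts of calls and correlations, 157 stayed within 1.5 times the reported count, or within 1 SD of the simulated correlations, and 78 did not.

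An added absolute log2 fold change of at least 1 left 1696 calls at tefluthrin 60 nM, 3468 at 2.3 µM, 21 at acetochlor 7.8 µM, 1567 between the tefluthrin concentrations, 3238 between the compounds, 2220 for both tefluthrin groups and 2 for both acetochlor groups; fewer transcripts can pass by construction. Only transcripts with whole estimates, 7595 of 35865, gave 2265, 3730, 23, 2660, 3647, 3232 and 2 in the same order and 4132 in the F test. Fewer transcripts were tested, but of these same 7595 the fit of all transcripts called 1784, 3202 and 11 in the first 3 comparisons, so the restricted fit called more of them; the cause was not tested. These and the next setting were chosen after the data were seen. Library totals as the only scaling gave 75 calls at acetochlor 7.8 µM, and the splits of direction given with the tefluthrin results.

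DESeq2 gave 98 calls at acetochlor 780 nM, 436 at 7.8 µM, 224 between its concentrations and 158 for both acetochlor groups. In simulated data 38.5% of its calls were false, against 4.42% for edgeR, so part of these additional calls may be false. limma voom gave 116 calls at acetochlor 7.8 µM and 13 for both acetochlor groups. With only the groups compared in the fit there were 10 calls at acetochlor 7.8 µM, 2 between its concentrations and 2 for both groups, where fewer libraries estimate the spread. The cause of the limma voom difference was not tested.

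No pairing of libraries by replicate number was seen. Over 30 pairs of libraries with the same number in different groups, deviations from the group means correlated between -0.076 and 0.062, none over 0.1. Pairs with different numbers gave -0.061 to 0.059. The check covered all tested transcripts, and whether it could find a shared batch was not tested. With the replicate number as a block, 24 transcripts were called at acetochlor 7.8 µM and 12 between the acetochlor concentrations, and the other counts stayed within 1.5 times: 5276 at tefluthrin 60 nM, 9963 at 2.3 µM and 9997 in the F test.

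Leaving out 1 library at a time gave 3997 to 5294 calls at tefluthrin 60 nM, 8545 to 9320 at 2.3 µM, 0 to 3 at acetochlor 780 nM and 15 to 110 at 7.8 µM, the highest without acetochlor 7.8 µM replicate III. The range was 4426 (without tefluthrin 2.3 µM replicate I) to 5858 between the tefluthrin concentrations, 9 to 66 between those of acetochlor (66 without acetochlor 7.8 µM replicate III, 9 without its replicate II), 7949 to 9049 between the compounds, 6420 to 8360 for both tefluthrin groups, 3 to 17 for both acetochlor groups (17 without acetochlor 7.8 µM replicate III) and 8662 to 11378 in the F test. Correlations ranged from 0.465 to 0.605 between the tefluthrin concentrations, 0.445 to 0.627 between those of acetochlor and 0.353 to 0.525 between the compounds. All 3 were highest without control replicate III; fewer control libraries leave more shared error.

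Spearman's coefficient was 0.540, 0.446 and 0.277 for the same pairs. A mean count of at least 10 moved the first to 0.531 and left the second at 0.521, and separate control libraries gave 0.165, 0.0664 and 0.0576. Each of these settings changed the reading between the tefluthrin concentrations, whose values passed the simulated upper limits (0.436, 0.522 and 0.0720), the second narrowly. For separate controls, the limits came from single divisions of the controls and the observed values from means of 6, so close readings there are not decided. Between the acetochlor concentrations, Spearman's coefficient and separate controls passed their limits (0.444 and 0.0623) narrowly, and a mean count of at least 10 did not (0.533). Between the compounds no limit was passed under these settings, which does not exclude shared changes, since the simulated groups held no changes. No limits were simulated for the other settings.

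In each fit that left out 1 library, the 4 named transcripts stayed under an adjusted p of 0.05 with the same direction. Among 69 alternative values for named transcripts and library distances, 66 were counted as unchanged, 2 distances moved and 1 call weakened. The weakened call was ENSDART00000181235.1, with an adjusted p of 0.407 in limma voom. Unchanged does not mean identical. At tefluthrin 2.3 µM, log2 fold changes ran from 3.835 to 4.021 for ENSDART00000170934.2 and from -2.148 to -1.974 for ENSDART00000113097.4. The distance ratio at acetochlor 7.8 µM went from 1.03 to 1.04. The planned use of transcripts in place of genes is what was reported, and gene set tests with their alternatives, and the panel of named genes, were not run. At this spread the test found 43% of simulated changes of log2 1 in transcripts with an expected control count of at least 10. Changes of that size in acetochlor libraries can therefore have been missed.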

Other observations

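Of the tests in this part, only the splits of the libraries were chosen before their results were seen.

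Other splits of the libraries were counted for each comparison. At tefluthrin 60 nM, tefluthrin 2.3 µM and acetochlor 7.8 µM, 1 of 10 splits, the real one, gave as many calls, and at acetochlor 780 nM 10 of 10 did, since the real split gave 0 calls, with 909 transcripts at an unadjusted p under 0.05. For both tefluthrin groups against control, 1 of 50 splits, the real one, gave as many, and in the F test 1 of 50, again the real one. No smaller share was possible. The next largest tefluthrin split, with 6220 calls, kept the 3 control libraries together. That of the F test, with 4920 calls, kept the 3 libraries at tefluthrin 2.3 µM together. Both carry part of the real difference. For both acetochlor groups, 3 of 50 splits gave as many as the real 4 calls. The largest of these, with 67 calls, set the 3 libraries at acetochlor 7.8 µM against the control and 780 nM libraries. That split carries the difference of the 7.8 µM libraries itself, so the splits do not show whether the pooled count exceeds chance.

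In the transcripts called without it, acetochlor 7.8 µM replicate III changed less than the other libraries of its group. Without it the count rose from 38 to 110, whereas it was 23 and 15 without replicates I and II, and its change in transcripts called without it was 0.498 times that in the others. A candidate explanation for part of the low count is therefore that 1 library responded less. These values describe the same pattern and are not a separate test of it. The difference from tefluthrin is not explained in this way. The count without replicate III was still 110, against 8545 to 9320 at tefluthrin 2.3 µM with 1 library left out. The total of replicate III, 17495267 counts, was the lowest of the group. A mixture of exposed and unexposed RNA predicts a single fraction of the change in every transcript. The weighting of this test was corrected after a first result had been seen. Over 88 transcripts called higher without replicate III, the common fraction was 0.557, and the quartiles of the fractions were 0.247 and 0.624. The chi-square per degree of freedom around the common fraction was 1.4 (chi-square test p = 0.00824). This ratio is above 1, but choosing transcripts by the other libraries also spreads the fractions. A mixture and a weaker response therefore cannot be told apart. Dose, stage and handling of the pool were not tested.

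A set of 875 transcripts was called at tefluthrin 60 nM and had moved back towards control at 2.3 µM in the direct test. These were no longer called against control at 2.3 µM, but closeness to control was not tested. Shared reads predict fewer of these transcripts among those with whole estimates. The share of the 60 nM calls was 14.9% there and 14.9% among the others. After thinning to the smallest total 814 were found. Sets were also chosen without 1 library of each tefluthrin group, and the left-out libraries, which had no part in the choice, were compared with each other. Selection of noisy values predicts that the 60 nM library lies beyond the 2.3 µM library, in the direction of the 60 nM change, in about 50% of a set. Over the 9 pairs of left-out libraries it did so in 89.1% to 96.1% of sets of 368 to 654 transcripts, and in at least 81.5% in either direction. This replaced, after its result was seen, a first version that left out the 60 nM library alone and so had no known value without a difference. A batch of the 60 nM libraries, which the second principal component sets apart, cannot be told apart from a response that depends on concentration in a non-monotonic way, since all 3 libraries of the group share both.

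Many transcripts switched within groups. Of 35865 transcripts, 2053 (5.72%) had 0 counts in 1 replicate and at least 50 in another of the same group, with 717 to 821 in each group. Among transcripts reaching 50 counts, 0.562% of 6231 with whole estimates switched, against 9.79% of 20612 with fractional ones, which is consistent with reads shared between transcripts. If all reads of near-identical transcripts are given to 1 of them, a partner should be on where a transcript is off. For 158 switching transcripts the sum with a partner varied within groups by under 10% of their own variance, against a median of 28 and at most 37 in 20 shuffles of the libraries within groups. The search found 72 of 100 simulated partners. All-or-none assignment is thus a candidate explanation for part of the set, and the remaining switching transcripts stay open. Switching transcripts made up 27 of the 5875 calls at tefluthrin 60 nM, 47 of the 10688 at 2.3 µM and 0 of the 38 at acetochlor 7.8 µM. Their wide spread within a group itself makes a call unlikely. These counts therefore do not show that the assignment of reads left the calls unaffected. No biological explanation was tested.

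Over transcripts with whole estimates, the acetochlor 780 nM libraries differed more among themselves than those of the other groups. Their pairs gave a chi-square of 9.42, 11.1 and 22.9 per degree of freedom, the last between replicates II and III, against 2.94 to 7.56 in the other groups. This did not hold over all tested transcripts in log2 CPM, where the mean distance between libraries was 1.08 at acetochlor 780 nM, 1.06 in control, 1.14 and 1.15 in the tefluthrin groups and 1.1 at acetochlor 7.8 µM. Over the 5602 transcripts with whole estimates and a mean count of at least 50, the first axis of differences between replicates held 25.3% of their variance and set replicate II (0.61) against replicate III (-0.46).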
